A study of Homo sapiens with 18 samples.

How the data were processed

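Messenger RNA was measured in 18 libraries from the established human pluripotent stem cell line H1, in 9 groups of 2 biological replicates each. Per the labels, RNA was selected with poly-T beads, libraries were made with random hexamer priming, and sequencing was done on a NovaSeq instrument by a service provider. The groups were undifferentiated cells at day 0 (hPSC), anterior neural ectoderm (aNE) and posterior neural ectoderm (pNE) at day 2, and cells of either origin carried on to day 4 in a forebrain medium (aNE_T and pNE_T), a midbrain medium (aNE_M and pNE_M) or a hindbrain medium (aNE_H and pNE_H). Cells of both origins passed through the same definitive ectoderm medium on day 1. Per the labels' protocols, the day-2 medium for aNE held the porcupine inhibitor C59 at 1 µM, which blocks secretion of WNT ligands. The day-2 medium for pNE held instead the retinoic acid receptor agonist TTNPB at 50 nM, FGF2 at 20 ng/mL and the tankyrase inhibitor XAV939 at 1 µM, which lowers WNT signalling downstream of the receptor. Both media held inhibitors of TGF-beta and BMP receptors. Cells collected at day 2 were plated at 37500 cells per cm2 for both origins, whereas cells collected at day 4 were plated at 75000 cells per cm2 for aNE and 150000 cells per cm2 for pNE. Origin and plating density therefore changed together at day 4. The composition of the midbrain and hindbrain media is not known here and is not used, so no result rests on the pathways they act on.

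The values are length-scaled transcript abundances (TPM) that the authors computed and deposited as a table with 1 row per gene and 1 column per library. The quantification tool, its version, the genome build and the annotation were not stated in the labels or the table, so genes are given by the symbols in the table and no coordinates are given. Each column had the same sum, as TPM does by construction. TPM keeps no record of the number of reads, so the depth of each library is unknown and no counting intervals or detection limits are given. Of the 37550 rows, 7902 had a transcript identifier and no gene symbol. Of the rows with a symbol, 99.8% matched a current or older human gene symbol. Every sample column belonged to 1 of the 18 libraries. A value of 0 was read only as listed at 0. Of the genes with a median of at least 50 TPM, 2 were listed at 0 in any library. It was not stated whether the quantification used the strand, so overlapping and antisense transcripts, which are dense in the HOX clusters, were not separable beyond what the authors' tool did.

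Values were analysed as log2(TPM + 1), that is with a pseudocount of 1, for the 17033 genes with at least 1 TPM in at least 2 libraries. Fold changes are on this scale and understate the change of genes with low values. The limma package (version 3.58.1, in R 4.3.3) fitted 1 mean per group to all 18 libraries, with 9 residual degrees of freedom, and moderated the variances with a trend on mean level. P-values were two-sided and adjusted over the tested genes by the Benjamini-Hochberg method. A gene was called changed at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The 12 comparisons of pairs of groups and 3 interactions came from this fit. An interaction was the change of pNE-derived cells from day 2 to day 4 in a medium minus the change of aNE-derived cells in that medium. Errors are SD between the 2 libraries of a group for TPM and SE from limma for log2 fold changes.

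Gene lists were fixed before the data were examined: pluripotency, pan-neural, forebrain, midbrain, hindbrain, trunk HOX, retinoic acid response, FGF-ERK response, WNT response, mesendoderm, neural crest and surface ectoderm, and the OTX2 and GBX2 pair. For 28 combinations of list and comparison, the mean log2 fold change was tested against all other tested genes with limma's camera at a preset inter-gene correlation of 0.01, and adjusted over the 28 tests. The tests were repeated with fry and with camera at an estimated correlation. Named genes were the genes of these lists, the 3 largest rises and 3 largest falls of the comparisons of day-2 cells with hPSC and of the 2 origins at each stage, and the 3 genes with the largest smallest rise or fall over the 3 media. These were limited to changed genes with a symbol, groups that did not overlap and at least 5 TPM in the higher group. Other genes are marked as chosen after their values were seen. A few genes that this rule would name are not reported here by name, and they stay in the list tests and counts. The sum of squares of the 12 day-4 libraries was divided into origin, medium, their interaction and a residual, and compared with 100 random splits of these libraries. The overlap of the comparisons of aNE and pNE with the same hPSC libraries was set beside 100 simulations of unchanged groups.

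The alternatives were a pseudocount of 0.1, no filter on low values, a filter at 5 TPM, median-ratio scaling, quantile normalization, a fit of the compared libraries alone, the replicate number as a block, variances without a trend, calls by adjusted p alone, limma's treat, and leaving out each replicate. Removal of a GC content trend from each library was added after the data were seen, with GC content taken from the transcripts of GENCODE release 29 by symbol, which covered 95.5% of the tested genes. The fit was tested on simulated data in which 200 of 17033 genes were changed by 2 on the log2 scale. It recovered 200 of 200 in each of the 3 simulated comparisons with changed genes, with at most 6 false calls, and made 0 false calls in each of the 3 without. The changed genes were taken from those with a mean above 3 on the log2 scale, so recovery at low levels was not tested. For the list tests, only the forebrain list was shifted, after its level was raised, and it was read in 3 tests. These found 60 of 60 shifted results in 20 simulations, and 1 of 500 unshifted results was called. Simulated genes varied independently, so these runs do not test the preset inter-gene correlation. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.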

Results

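Anterior and posterior neural ectoderm made from the same stem cell line were profiled to ask how far they differ at day 2 and how each responds to forebrain, midbrain and hindbrain media by day 4. The data were TPM values for 18 poly-A RNA libraries of the H1 line, a wild-type human pluripotent stem cell line, with 2 replicates in each of 9 groups. Between 19239 and 21235 genes were above 0 TPM in a library, and between 13686 and 14679 genes had at least 1 TPM. The number of reads behind these values is unknown, because TPM does not keep it. The 10 genes with the highest values took 5.93% to 7.24% of a library's TPM. Mitochondrial genes took 0.960% to 1.23% in the 2 hPSC libraries and 1.53% to 3.74% in the other 16 libraries.

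Each of the 18 libraries correlated best with its own replicate. Pearson's r across the 17033 tested genes, which are not independent replicates, was 0.982 to 0.987 between replicates and 0.879 to 0.968 between libraries of different groups. The first principal component held 31.7% of the variance and the second 17.6%. Along the first, the hPSC libraries lay at -89.0 and -88.9, the 4 day-2 libraries between -40.6 and -32.8, and the 12 day-4 libraries between 10.1 and 44.4. On the third component, which held 13.9%, all 8 libraries of aNE and aNE-derived cells lay at or above 14.95, and all 8 of pNE and pNE-derived cells lay at or below -7.94. The hPSC libraries lay on the side of pNE, at -21.6 and -22.2, so this component did not reflect origin alone.

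**Figure D1:**
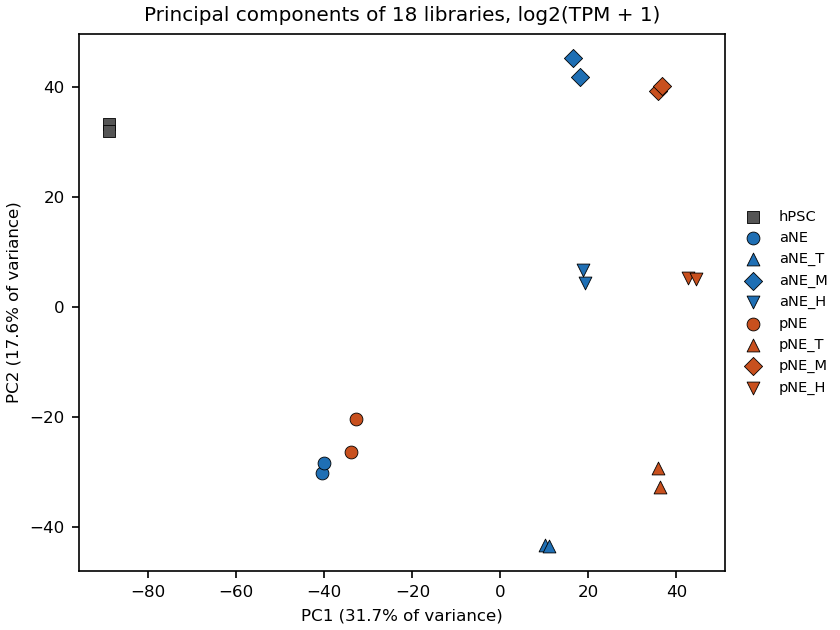
Positions of the 18 libraries on the first and second principal components of log2(TPM + 1) over the tested genes, with 1 point per library, colour for origin and marker shape for medium. The first component runs from hPSC at -89.0 to pNE_H at 44.4, and replicates of a group lie close together.

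The comparison of day-2 cells with hPSC asked which genes change on entry to each neural ectoderm. In aNE, 2307 genes were changed by the limma fit, 1253 higher and 1054 lower. In pNE, 2195 genes were changed, 1217 higher and 978 lower. Calls by adjusted p alone moved these counts most, to 7073 genes in aNE and 6538 in pNE. Higher calls made up 54.3% of the changed genes in aNE, and this share was 48.6% under median-ratio scaling, 46.2% under quantile normalization and 45.4% with the GC trend removed, so the prevailing direction depended on the scaling. In pNE the share was 55.4%, and 47.6% under quantile normalization. The GC correction moved the median of all genes by -0.10 on the log2 scale in this comparison. The same call was made in both populations for 1467 genes, and opposite calls for 13. The fold changes of the 2 comparisons, which share the hPSC libraries, had r = 0.795 across genes, against a mean of 0.50 over 100 simulations of unchanged groups. In 1 such simulated set the number of shared calls was 0, with 144 genes at an unadjusted p under 0.05 and the same sign in both.

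The pluripotency list fell by a mean of 3.26 on the log2 scale in aNE (camera, adjusted p = 1.21e-10) and by 3.10 in pNE (adjusted p = 2.08e-11), with 8 of 8 genes lower in both. The pseudocount of 0.1 moved these means most, to -3.60 and -3.47. Of the 8 genes, 7 were called in aNE and 8 in pNE over all tested genes, and the same numbers when adjusted over the list alone. POU5F1 was at 2889 ± 16 TPM (SD, n = 2) in hPSC, 163 ± 1.5 TPM in aNE and 170.2 ± 1.6 TPM in pNE, where sequence shared with its pseudogenes makes the values uncertain. The pan-neural list rose by 1.97 (adjusted p = 3.03e-07) in aNE and by 1.06 (adjusted p = 1.84e-04) in pNE, with 9 of 10 genes higher in both and 7 and 5 called, also when adjusted over the list alone. Of the 22 list tests out of 28 that passed with camera, 22 also passed with fry and 17 with an estimated correlation. The pan-neural rise in pNE was among those that did not pass with the estimated correlation (adjusted p = 0.0558, with a range of 1.99e-07 to 0.0558 over its alternatives). PAX6 was at 29.1 ± 0.29 TPM in aNE and 1.94 ± 0.85 TPM in pNE, and SOX1 at 7.20 ± 0.75 TPM and 1.14 ± 0.12 TPM.

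The largest rises in aNE were those of LHX5, by 7.88 ± 0.22 (SE, adjusted p = 3.54e-11), SIX3, by 7.53 ± 0.15 (SE, adjusted p = 1.81e-12), and SOX21, by 7.04 ± 0.20 (SE, adjusted p = 3.35e-11). TDGF1 changed by -6.98 ± 0.16 (SE, adjusted p = 5.33e-12) and NANOG by -5.96 ± 0.20 (SE, adjusted p = 2.33e-10) in aNE. Both have close pseudogene copies, so their values are uncertain. In pNE, LAMP5 rose by 6.64 ± 0.21 (SE, adjusted p = 7.95e-11) and ZNF503 by 6.64 ± 0.17 (SE, adjusted p = 1.73e-11). FOXD3 changed by -4.71 ± 0.22 (SE, adjusted p = 4.82e-09) and NANOG by -5.90 ± 0.20 (SE, adjusted p = 2.37e-10) in pNE. HLA-DPB2, a pseudogene close in sequence to HLA-DPB1 and therefore uncertain, fell from 246 ± 11 TPM in hPSC to 2.64 ± 0.96 TPM in aNE and 4.59 ± 3.0 TPM in pNE.

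The direct comparison of pNE with aNE at day 2, at equal plating density, asked how the populations differ before any regional medium. It gave 655 genes, 403 higher and 252 lower in pNE. A fit of only the 4 libraries compared, which leaves fewer degrees of freedom, gave 355 genes. GBX2 was 6.56 ± 0.20 (SE, adjusted p = 2.89e-10) higher on the log2 scale in pNE and ZNF503 5.55 ± 0.17 (SE, adjusted p = 3.18e-10). GBX2 was at 194 ± 31 TPM in pNE and 1.05 ± 0.0088 TPM in aNE. FEZF1 differed by -5.28 ± 0.24 (SE, adjusted p = 1.05e-08), RAX by -4.77 ± 0.42 (SE, adjusted p = 5.74e-06) and NPTX1 by -4.45 ± 0.35 (SE, adjusted p = 1.75e-06). OTX2 was at 209 ± 7.7 TPM in aNE and 27.4 ± 1.2 TPM in pNE, beside 27.3 ± 1.7 TPM in hPSC.

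The hindbrain list was higher in pNE than in aNE by 1.64 (adjusted p = 3.45e-08), with 9 of 12 genes higher and 5 called. The forebrain list differed by -1.41 (adjusted p = 1.39e-04), with 9 of 10 genes lower and 5 called, but it did not pass with the estimated correlation (adjusted p = 0.0772, range 2.47e-05 to 0.0772 over its alternatives). FEZF2 was called lower in pNE and was not called with a pseudocount of 0.1 (adjusted p = 0.0960, range 0.00903 to 0.0960 over 3 alternatives). The midbrain list differed by -0.24 (adjusted p = 0.204), which did not pass. Lists for the 2 agents in the pNE medium were higher in pNE. The retinoic acid response list was higher by 1.62 (adjusted p = 3.03e-07) with 5 of 6 genes higher, and the FGF-ERK response list by 1.90 (adjusted p = 5.83e-20) with 10 of 10 higher. Against hPSC, the FGF-ERK response list changed by -1.24 in aNE and by 0.66 in pNE, so much of its difference was a fall in aNE. The retinoic acid response list rose against hPSC in both, by 1.35 in aNE and 2.97 in pNE. CYP26A1 was at 350.0 ± 2.8 TPM in pNE and 221 ± 2.9 TPM in aNE, so this retinoid-responsive gene was high in both. The WNT response list differed by 0.25 (adjusted p = 0.18), which did not pass. This mean was 0.12 without pNE replicate 2 and 0.38 without pNE replicate 1. For these lists, the numbers called when adjusted over the list alone equalled those over all genes except in the WNT response list, with 2 and 1.

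At day 4 the sum of squares of the 12 libraries over the tested genes divided into 39.5% for medium, 27.0% for origin, 16.1% for their interaction and 17.4% for the residual. Scaling each gene to unit variance moved the origin share most, to 18.4%, and leaving out replicate 1, which leaves no residual, moved the medium share most, to 47.2%. The comparison of pNE-derived with aNE-derived cells in the same medium asked whether the day-2 origin is still visible. Plating density also differed between the origins at this stage. In the forebrain medium 1323 genes were changed, 646 higher and 677 lower in pNE-derived cells. In the midbrain medium 978 genes were changed, 544 higher and 434 lower, and in the hindbrain medium 1164 genes were changed, 668 higher and 496 lower. With a fit of only the 4 libraries compared, the hindbrain medium gave 717 genes. Higher calls made up 55.6% in the midbrain medium and 57.4% in the hindbrain medium, but 42.4% and 41.8% with calls by adjusted p alone, so the prevailing direction depended on the criterion. In the forebrain medium it depended on the scaling, with 48.8% higher, and 51.9%, 52.3% and 53.7% under median-ratio scaling, quantile normalization and the GC correction.

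An origin difference in the same direction in all 3 media was called for 243 genes, of which 155 were higher and 88 lower in pNE-derived cells. Independent calls at these rates would give 1.31 such genes. Of the 243 genes, 76 had the same call at day 2, 153 had no call at day 2 and 14 had the opposite call. Of the 655 genes that differed at day 2, the same call was made at day 4 for 246 in the forebrain medium, 142 in the midbrain medium and 187 in the hindbrain medium, which is 37.6%, 21.7% and 28.5%. Opposite calls were made for 50, 56 and 53 genes. Calls placed at random would give between 2.95% and 3.86% for the same direction, and between 2.80% and 3.90% for the opposite one.

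HOXB2, HOXB1 and IGF2 had the largest smallest rise over the 3 media. HOXB2 was listed at 0 in both libraries of aNE_T and of aNE_H and was at 0.0809 ± 0.11 TPM in aNE_M, against 142 ± 5.9 TPM in pNE_T, 178 ± 7.7 TPM in pNE_M and 212 ± 57 TPM in pNE_H. HOXB1 was at 136 ± 15 TPM, 343 ± 4.6 TPM and 329.8 ± 25 TPM in the same pNE-derived groups and at most 0.0297 TPM on average in an aNE-derived group. IGF2, which overlaps the readthrough gene INS-IGF2, differed by 7.99 ± 0.16 (SE, adjusted p = 3.43e-12) in the forebrain medium, 6.35 ± 0.16 (SE, adjusted p = 2.68e-11) in the midbrain medium and 8.16 ± 0.16 (SE, adjusted p = 3.53e-12) in the hindbrain medium. It did not differ between pNE and aNE at day 2 (log2 difference 0.21 ± 0.16 (SE, adjusted p = 0.476)). OTX2 and BTBD17 had large falls in all 3 media. OTX2 differed by -5.23 ± 0.14 (SE, adjusted p = 3.61e-11), -4.69 ± 0.14 (SE, adjusted p = 1.63e-10) and -3.69 ± 0.14 (SE, adjusted p = 1.33e-09) in the forebrain, midbrain and hindbrain media. BTBD17 differed by -3.75, -3.13 and -2.86. LHX5 differed by -5.65 ± 0.22 (SE, adjusted p = 1.19e-09) in the forebrain medium and by -4.21 ± 0.22 (SE, adjusted p = 2.36e-08) in the hindbrain medium. LHX5 in the midbrain medium was listed at 0 in both pNE_M libraries and was at 15.2 ± 2.8 TPM in aNE_M.

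Other large differences are given for 1 medium each, although FEZF1, SIX6, VAX1, PAX5 and FRZB were also called in the same direction in at least 1 other medium. In the forebrain medium FEZF1 was at 1.17 ± 0.12 TPM in pNE_T and 224 ± 4.7 TPM in aNE_T, and SIX6 at 0.791 ± 0.35 TPM in pNE_T and 160.0 ± 1.3 TPM in aNE_T. EN1 in the midbrain medium was listed at 0 in both pNE_M libraries and was at 135 ± 9.5 TPM in aNE_M. PAX5 differed by -5.65 ± 0.35 (SE, adjusted p = 1.05e-07). HOXB6 was listed at 0 in both aNE_M libraries and was at 129.6 ± 12 TPM in pNE_M. In the hindbrain medium SP5 differed by -5.43 ± 0.40 (SE, adjusted p = 5.02e-07), VAX1 by -4.85 ± 0.20 (SE, adjusted p = 2.65e-09) and FRZB by -4.33 ± 0.12 (SE, adjusted p = 9.47e-11).

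**Figure D2:**
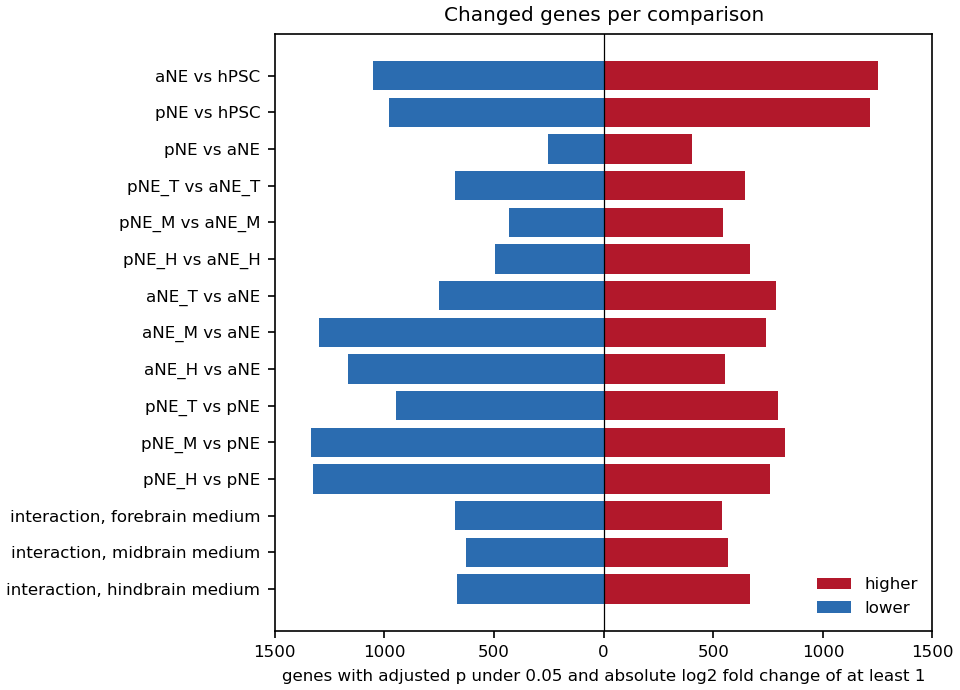
Numbers of genes called changed in the 12 comparisons and 3 interactions, with bars to the right for genes higher in the group named first and to the left for genes lower. Bars start at 0, and the comparison of pNE with aNE at day 2 has the fewest calls, 655.

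The hindbrain list separated the origins in every medium. It was higher in pNE-derived than in aNE-derived cells by 4.12 (adjusted p = 3.16e-21) in the forebrain medium, 4.50 (adjusted p = 2.24e-24) in the midbrain medium and 4.44 (adjusted p = 2.47e-22) in the hindbrain medium, with 11 of 12 genes called in each. The forebrain list in pNE-derived cells differed from that in aNE-derived cells by a mean log2 difference of -4.11 (adjusted p = 2.14e-13) in the forebrain medium, -0.83 (adjusted p = 0.00971) in the midbrain medium and -2.24 (adjusted p = 2.60e-09) in the hindbrain medium. The midbrain medium value did not pass with the estimated correlation (adjusted p = 0.204, range 5.95e-05 to 0.204 over its alternatives). The midbrain list differed between pNE-derived and aNE-derived cells in the midbrain medium, by -3.30 (adjusted p = 1.49e-10), with 7 of 7 tested genes lower and 6 called. In the forebrain and hindbrain media its differences of -0.21 and -0.13 did not pass (adjusted p = 0.495 and 0.898). Adjusted over the list alone, the numbers of genes called were the same in all of these tests.

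**Figure D3:**
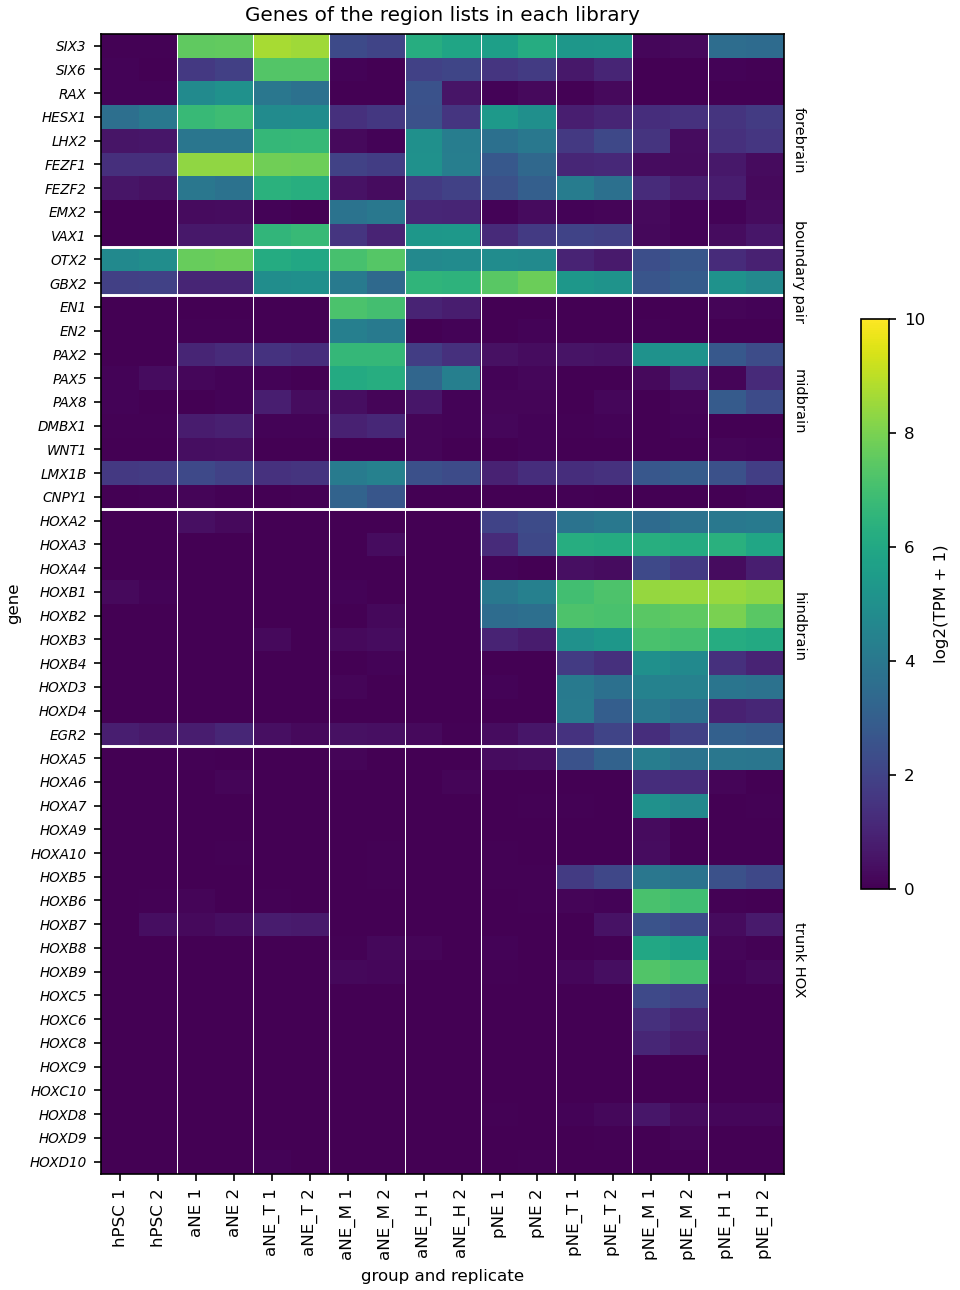
Levels of genes of the forebrain, boundary, midbrain, hindbrain and trunk HOX lists in each of the 18 libraries, as log2(TPM + 1) on a colour scale from 0 to 10. EN1 is high in the aNE_M libraries, with a mean of 135 TPM.

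The comparison of each day-4 group with its day-2 origin asked how cells of each origin responded to each medium. No day-4 group was without a regional medium, so these changes join the medium with time from day 2 to day 4 and higher plating density. The pluripotency list fell in each of these comparisons, with means from -2.93 to -2.17. Calls shared by the origins can therefore reflect time or density as well as the medium. In aNE-derived cells, 1538 genes changed in the forebrain medium, 785 higher and 753 lower. In the midbrain medium 2040 genes changed, 740 higher and 1300 lower, and in the hindbrain medium 1716 genes changed, 552 higher and 1164 lower. In pNE-derived cells, 1744 genes changed in the forebrain medium, 797 higher and 947 lower. In the midbrain medium 2166 genes changed, 829 higher and 1337 lower, and in the hindbrain medium 2089 genes changed, 761 higher and 1328 lower. In the hindbrain medium, higher calls made up 32.2% of calls in aNE-derived cells and 36.4% in pNE-derived cells, and 43.3% and 46.9% under quantile normalization. The responses of the 2 origins, which share no library, had r = 0.478 across genes in the forebrain medium, 0.606 in the midbrain medium and 0.515 in the hindbrain medium. Genes are not independent replicates. The pseudocount of 0.1 moved these values most, to 0.386, 0.526 and 0.434. The same call was made in both origins for 645, 1063 and 849 genes, against 78.6, 138 and 115 for independent calls. Opposite calls were made for 69, 42 and 58 genes.

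The difference between the responses was tested as an interaction. It was called for 1216 genes in the forebrain medium, 1195 in the midbrain medium and 1334 in the hindbrain medium, which is 7.14%, 7.02% and 7.83% of the tested genes. By adjusted p alone, these counts were 2103, 2373 and 2750. Plating density rose from day 2 to day 4 in both origins, and by more in pNE, so it changed together with origin in each interaction. A change over time that differs between the origins whatever the medium would also be called as an interaction.

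In the forebrain medium, the forebrain list rose in aNE-derived cells by 1.97 (adjusted p = 0.00274) and differed by -0.73 (adjusted p = 0.13) in pNE-derived cells. The first passed and the second did not. Of its 10 genes, 7 were called in aNE-derived cells, 6 higher and 1 lower, and 4 in pNE-derived cells, 1 higher and 3 lower. Adjusted over the list alone, 8 and 4 were called. The first did not pass in a fit of only the 4 libraries compared (adjusted p = 0.0752) or with the estimated correlation (adjusted p = 0.149), with adjusted p from 1.28e-07 to 0.149 over its alternatives. The interaction was -2.70 (adjusted p = 6.54e-09), with 8 of 10 genes lower. SIX3 was at 397 ± 24 TPM in aNE_T and 38.9 ± 1.3 TPM in pNE_T. In the midbrain medium, the midbrain list rose by 4.01 (adjusted p = 6.54e-09) in aNE-derived cells and by 0.95 (adjusted p = 0.0457) in pNE-derived cells. The second did not pass under median-ratio scaling (adjusted p = 0.0816) and 5 other alternatives, with a range of 4.77e-08 to 0.119. It was also not particular to the midbrain medium. Against pNE, the mean of the list was 0.90 in pNE_H and 0.02 in pNE_T, with no list test made. The interaction in the midbrain medium was -3.06 (adjusted p = 3.45e-08), with 7 of 7 genes lower. PAX2 and LMX1B were called higher in both, PAX2 at 101 ± 0.43 TPM in aNE_M and 33.1 ± 0.063 TPM in pNE_M, and LMX1B at 18.5 ± 2.1 TPM in aNE_M and 5.89 ± 0.46 TPM in pNE_M. EN1, EN2 and CNPY1 reached 135 ± 9.5 TPM, 17.7 ± 1.6 TPM and 6.74 ± 1.8 TPM in aNE_M and at most 0.0405 TPM in a pNE_M library.

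Of the 12 genes of the hindbrain list, 10 are HOX genes, so it says little about hindbrain cells without HOX expression. In the hindbrain medium, this list as a whole did not rise in aNE-derived cells, with 1 gene called higher. Its mean log2 fold change was 0.09 (adjusted p = 0.766), and it changed sign with a pseudocount of 0.1, to -0.15. It rose by 2.89 (adjusted p = 8.52e-13) in pNE-derived cells, with 12 of 12 genes higher. The interaction was 2.80 (adjusted p = 3.62e-16), with 12 of 12 genes higher, 9 called over all tested genes and 10 adjusted over the list alone.

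**Figure D4:**
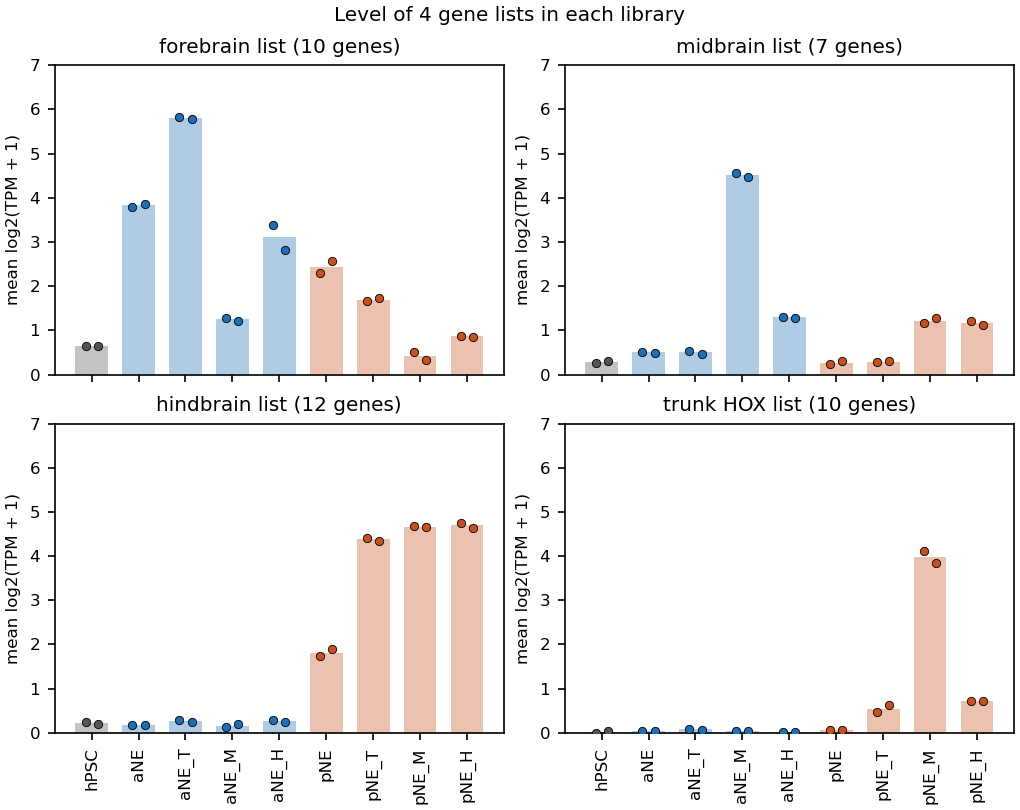
Mean log2(TPM + 1) of the tested genes of the forebrain, midbrain, hindbrain and trunk HOX lists, with 1 point per library and bars from 0 to the group mean. The forebrain list is highest in aNE_T and the midbrain list in aNE_M, with group means of 5.81 and 4.52.

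The OTX2 and GBX2 pair marks the midbrain and hindbrain boundary in the embryo. GBX2 was the higher of the pair in pNE at day 2. In the hindbrain medium GBX2 rose in aNE-derived cells to 91.9 and 88.0 TPM and fell in pNE-derived cells to 33.1 and 24.8 TPM, an interaction of -8.18 ± 0.28 (SE, adjusted p = 2.43e-09). The GBX2 interactions were -6.31 in the forebrain medium and -7.56 in the midbrain medium. OTX2 was at 26.4 ± 1.8 TPM in aNE_H and 1.14 ± 0.33 TPM in pNE_H.

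Lists without a test were described by level. Of the 18 trunk HOX genes, 10 had a mean of at least 1 TPM in pNE_M, 2 in pNE_T, 2 in pNE_H and 0 in each of the other 6 groups. HOXB9 was at 142 ± 16 TPM, HOXB8 at 56.1 ± 8.3 TPM and HOXA7 at 28.4 ± 5.1 TPM in pNE_M, and each was at most 0.297 TPM in the libraries of pNE_T and pNE_H. Among the 9 mesendoderm genes, 2 reached a mean of 10 TPM in aNE_M, namely MIXL1 at 86.5 ± 12 TPM and EOMES at 16.5 ± 0.50 TPM, and MIXL1 was at 11.5 ± 0.91 TPM in pNE_M. None of the 9 reached a mean of 10 TPM in hPSC, aNE, aNE_T, aNE_H, pNE, pNE_T or pNE_H. The list of 9 neural crest and surface ectoderm genes had its highest mean log2 level in aNE_H, at 2.81, where PAX3 was at 52.3 ± 2.7 TPM, DLX5 at 45.4 ± 6.0 TPM and SNAI2 at 29.8 ± 0.68 TPM. PAX3 was at 125 ± 6.8 TPM in aNE_M, DLX5 at 65.2 ± 8.9 TPM in pNE, 62.5 ± 0.27 TPM in aNE_T and 47.5 ± 1.4 TPM in aNE, and SOX10 at 14.5 ± 2.5 TPM in pNE_H. KRT5 and TP63 stayed under 1 TPM in all 18 libraries.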

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

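The tests of explanations in this part were chosen after the results were seen. The responses of the 2 origins to the same medium differed by a test of the difference itself. The interaction was called for 1216 genes in the forebrain medium, 1195 in the midbrain medium and 1334 in the hindbrain medium, or 2410 different genes in all. Several technical explanations are argued against by the tables. Another scaling of the libraries is not the whole cause, since at least 95.0% of the genes called in a medium stayed called in the same direction under median-ratio scaling and quantile normalization. With a GC content trend removed from each library, at least 93.5% stayed called, with GC content known for at least 97.1% of these genes. Compression of low values by the pseudocount is also not the whole cause, since at least 86.8% of the calls stayed with a pseudocount of 0.1. Under the filter at 5 TPM at least 81.4% stayed. That loss is of genes no longer tested, so the filter does not test this compression. A mislabelled library is argued against by the 18 libraries of 18 that correlated best with their own replicate.

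Plating density is harder to set aside, because it was the same for both origins at day 2 and differed at day 4. If density acted alike in the 3 media, the origin difference at day 4 would not vary with the medium. A gene near 0 in a medium cannot show an effect of density there, so this was tested only on genes with a mean of at least 5 TPM in each of the 6 day-4 groups. Of the 2410 genes, 594 had such levels and passed a limma F test of origin by medium, adjusted over all tested genes, so density acting alike is argued against for them. For the other 1816 genes the effect of density and that of origin cannot be told apart. A density effect that itself depends on the medium was not tested and stays open for all of them, beside an effect of the day-2 history of the cells.

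The same difference was tested for 3 lists in the medium named for their region. The forebrain list had a mean interaction of -2.70 in the forebrain medium, where aNE-derived cells rose and pNE-derived cells did not. Its mean stayed at -2.66 or farther from 0 under 2 other scalings. The midbrain list had a mean interaction of -3.06 in the midbrain medium and -3.02 under the scaling that moved it closest to 0. If density acted alike, each gene would keep in the other media the fold between the origins that it had in the medium named for its list, which predicts how far a list falls from its level in aNE-derived cells. For the 9 forebrain genes of at least 5 TPM in aNE_T, the mean difference of pNE_H from aNE_H was -2.40 ± 0.17 (SE), against -2.99 to -2.42 predicted, and in the midbrain medium it was -0.51, against -0.93 to -0.82. Both lay within 2 SE of the prediction. The 6 midbrain genes of at least 5 TPM in aNE_M fell less in pNE_H than predicted, by -0.528 ± 0.043 against -1.20 to -1.02, which goes against density acting alike but rests on genes of low level. PAX2 was at 2.55 and 1.59 TPM in aNE_H and 5.71 and 3.98 TPM in pNE_H, and LMX1B at 4.43 and 3.92 TPM and 4.63 and 2.61 TPM, whereas PAX5, the only 1 of the 6 with a mean of 5 TPM in aNE_H, fell from 8.77 and 19.1 TPM to 0.111 and 1.30 TPM. In the forebrain medium none of the 6 reached 5 TPM. The effects of density and of origin cannot be told apart for the forebrain list, where both predict the falls seen, nor for the midbrain list, where too few genes were above a low level.

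The hindbrain list had a mean interaction of 2.80 in the hindbrain medium, and of at least 2.86 under 2 other scalings. Unlike the forebrain and midbrain lists, its interaction was positive and of similar size in the 3 media, at 2.49 in the forebrain medium, 2.86 in the midbrain medium and 2.80 in the hindbrain medium. The hindbrain medium differed from the mean of the others by 0.127 ± 0.064 (SE). The further rise of this list after day 2 in pNE-derived cells was therefore not specific to the hindbrain medium, and the effects of density and of origin on it cannot be told apart, since both predict a rise common to the media. Density as the whole cause of the origin difference is argued against, because the list already differed by 1.64 at day 2, at equal density.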

How the results depend on the processing

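The GC correction and the alternatives for the correlation of responses, the calls followed from day 2 and the calls shared against hPSC were chosen after seeing the data, and the other alternatives before. Of 179 comparisons of a gene count with an alternative, 144 stayed within 1.5 times the main count and 35 did not. The latter came from 3 alternatives. With limma's treat against a log2 fold change of 1, a stricter criterion by construction, the counts were 774 for aNE vs hPSC, 738 for pNE vs hPSC, 183 for pNE vs aNE, 511 for pNE_T vs aNE_T, 345 for pNE_M vs aNE_M, 444 for pNE_H vs aNE_H, 460 for aNE_T vs aNE, 846 for aNE_M vs aNE, 588 for aNE_H vs aNE, 612 for pNE_T vs pNE, 844 for pNE_M vs pNE, 830 for pNE_H vs pNE. The interaction counts were 358, 322 and 340 in the forebrain, midbrain and hindbrain media, and the count for all 3 media was 96. With calls by adjusted p alone, which drops the fold criterion, the counts were 7073 for aNE vs hPSC, 6538 for pNE vs hPSC, 2321 for pNE vs aNE, 3600 for pNE_T vs aNE_T, 2834 for pNE_M vs aNE_M, 3724 for pNE_H vs aNE_H, 5166 for aNE_T vs aNE, 6053 for aNE_M vs aNE, 5328 for aNE_H vs aNE, 5721 for pNE_T vs pNE, 6037 for pNE_M vs pNE, 6334 for pNE_H vs pNE. The interaction counts were 2103, 2373 and 2750, and the count for all 3 media was 754. A fit of only the compared libraries, which leaves fewer degrees of freedom, gave 355 for pNE vs aNE, 717 for pNE_H vs aNE_H and 154 for all 3 media, and its other counts stayed within 1.5 times.

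Among the 3 scaling alternatives, the share of higher calls moved by more than 10 percentage points in 2 comparisons, both under quantile normalization. It went from 32.2% to 43.3% in aNE_H vs aNE and from 36.4% to 46.9% in pNE_H vs pNE. The prevailing direction of pNE_T vs aNE_T changed under all 3, from 48.8% to 51.9%, 52.3% and 53.7% with median-ratio scaling, quantile normalization and the GC correction, as did that of aNE vs hPSC, from 54.3% to 48.6%, 46.2% and 45.4%, and that of the interaction in the hindbrain medium, from 49.9% to 54.3%, 50.2% and 53.2%. It changed under 1 of them in pNE vs hPSC (47.6% with quantile normalization), in aNE_T vs aNE (49.3% with median-ratio scaling) and in the interaction in the midbrain medium (50.8% with median-ratio scaling). Median-ratio scaling and the added GC correction moved no share by more than 8.95 points. With calls by adjusted p alone, the share went from 57.4% to 41.8% in pNE_H vs aNE_H and from 55.6% to 42.4% in pNE_M vs aNE_M, so the prevailing direction changed, and from 32.2% to 44.1% in aNE_H vs aNE and 36.3% to 47.0% in aNE_M vs aNE. With treat it went from 61.5% to 74.3% in pNE vs aNE. The median of all genes moved by over 0.1 on the log2 scale in 1 comparison, aNE vs hPSC with the GC correction, by -0.102. No gene called in these comparisons had the opposite call under the settings tried on the gene counts.

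Of 280 comparisons of a list test with an alternative test or fit, 263 stayed on the same side of the threshold in the same direction, 11 became weaker, 5 stronger and 1 reversed. The hindbrain list in aNE_H vs aNE reversed with a pseudocount of 0.1, to -0.146 from 0.0871, and passed in neither. The midbrain list in pNE_M vs pNE no longer passed without a filter (0.722), under median-ratio scaling (0.966), quantile normalization (1.05), the GC correction (1.01), in the fit of the compared libraries alone and with the estimated correlation (0.952 in both). The forebrain list in aNE_T vs aNE no longer passed in the last 2 of these (1.97). With the estimated correlation, the pan-neural list in pNE vs hPSC (1.06) and the forebrain list in pNE vs aNE (-1.41) and in pNE_M vs aNE_M (-0.827) also no longer passed. The midbrain list in pNE vs aNE passed without a filter (-0.302) and with fry (-0.242). With fry, the midbrain list in pNE_T vs aNE_T (-0.213), the WNT response list in pNE vs aNE (0.252) and the forebrain list in pNE_T vs pNE (-0.731) also passed. The cause of these changes was not tested, except that camera at an estimated correlation widens the spread by construction.

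Leaving out a replicate left 1 library in a group, so these fits gave values and no test. The mean interaction of the forebrain list ranged from -2.84 to -2.56 across 8 such fits. That of the hindbrain list ranged from 2.72 to 2.88. The forebrain list in pNE_H vs aNE_H ranged most widely, from -2.53 to -1.95 across 4 fits. No list mean changed sign. Counts of genes with an absolute log2 fold change of at least 1, with no test, stayed within 1.5 times in all 72 fits. Leaving out pNE replicate 2 moved the mean of the WNT response list in pNE vs aNE from 0.252 to 0.119, and leaving out pNE replicate 1 moved it to 0.385.

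The replicate numbers did not pair the samples. The correlation of deviations between same-numbered libraries was between -0.0896 and 0.0762 over 36 pairs of groups. With a replicate block, pNE vs aNE gave 650 genes, the interactions 1203, 1187 and 1327, and all 3 media 243, and every list test kept its side of the threshold. The medium share of the day-4 sum of squares stayed above the origin share in the 7 settings tried, with origin from 18.4% to 30.8% and medium from 32.2% to 47.2%. Of 318 comparisons of named genes with an alternative, 317 stayed called in the same direction, and FEZF2 in pNE vs aNE was not called with a pseudocount of 0.1 (adjusted p = 0.0960, range 0.00903 to 0.0960 over 3 alternatives). The correlation of the responses of the 2 origins, with alternatives chosen after seeing the data, moved with the pseudocount and with the filter at 5 TPM, with values of 0.386 and 0.521 in the forebrain medium, 0.526 and 0.645 in the midbrain medium and 0.434 and 0.559 in the hindbrain medium. The unknown depth limits what a listed 0 or a value under 1 TPM can show.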

Other observations

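All the tests in this part were chosen only after the result was seen, except that the splits of the 12 day-4 libraries were planned before the data were examined, with what they would show written down only after their outcome was known. For the cell type markers, the levels of TBX6, MSGN1 and TBXT had been seen when the thresholds of 10 and 5 TPM were set, and the levels of the other markers had not.

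Random splits of the 12 day-4 libraries into groups of the same sizes seldom matched the real groups. The splits moved single libraries and so parted replicates, which lowers a share because replicates are alike. They therefore do not show whether origin or medium divides the 6 groups better than other groupings of whole groups. For the share of the sum of squares taken by origin, 1 of the 100 splits was as large as the real 27.0%, the real one included, and the largest other split gave 20.8%. For the share taken by medium, 1 of the 100 splits was as large as the real 39.5%, and the largest other split gave 28.6%.

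Several trunk HOX genes were high in pNE_M and under 1 TPM on average in the other groups, except that HOXA5 and HOXB5 also rose in pNE_T and pNE_H. HOXB9 was at 153 and 130.4 TPM and HOXB6 at 138 and 121 TPM in the 2 libraries. The 10 tested genes of the list had a mean log2 level 3.35 higher in pNE_M than in pNE_T and pNE_H, which were plated at the same density, so density by itself is argued against. It was 3.94 higher in pNE_M than in aNE_M, where density acting together with the midbrain medium and origin cannot be told apart. In this group CDX1 was at 127 and 98.6 TPM, CDX2 at 247 and 252 TPM and NKX1-2 at 20.1 and 12.6 TPM, whereas CDX4 was at 0.414 and 0.603 TPM and HES3 at 1.56 and 1.23 TPM. Of these 5 caudal progenitor markers, 2 also reached a mean of 10 TPM in hPSC and 1 in aNE. Of 7 paraxial mesoderm markers, 1 (MEOX1, at 23.9 and 28.1 TPM) reached a mean of 10 TPM in pNE_M. So did 1 in each of hPSC, aNE_M and pNE_T, and 2 in pNE_H. The mean log2 level of the 7 markers in pNE_M, minus the mean of pNE_T and pNE_H, was -0.33 ± 0.067 (SE), with 5 lower and 2 higher. Only FOXC1 was lower by at least 1. It was at 2.37 and 2.69 TPM in pNE_M, 5.30 and 4.83 TPM in pNE_T and 19.6 and 16.7 TPM in pNE_H. MEOX1 was highest in pNE_M, however. The mean rests largely on FOXC1, so it cannot decide whether such cells had a larger share in pNE_M than in those groups. An equal or a larger share stays open. TBX6 stayed at 0.108 and 0.414 TPM and TCF15 at 4.79 and 1.76 TPM. A stronger WNT response in pNE_M than in aNE_M stays open. The WNT response list was higher in pNE_M than in aNE_M by 0.41 ± 0.14 (SE), which goes with it. At day 2 the difference was 0.25 ± 0.14, within 2 SE of 0. The mean interaction for the midbrain medium was 0.154 ± 0.20, within its spread of 0. The 8 genes of the list also parted. RNF43 was at 13.6 and 15.3 TPM in pNE_M and 2.94 and 2.61 TPM in aNE_M, and NOTUM at 33.4 and 28.1 TPM in pNE_M and 22.4 and 17.2 TPM in aNE_M, whereas AXIN2 was at 272 and 268 TPM in pNE_M and 315 and 312 TPM in aNE_M. A candidate explanation is that the midbrain medium raises WNT targets in both origins and that the day-2 origin sets whether EN1 or trunk HOX genes follow, which these libraries cannot separate from other differences between the origins.

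The hindbrain list was raised in pNE-derived cells of all 3 media, and the retinoic acid response list as well. The origin difference of the retinoic acid response list in the midbrain medium, minus the mean of the other media, was -1.12 ± 0.09 (SE) on the log2 scale. Its genes parted, however. RARB was at 4.48 and 5.16 TPM in pNE_M, 77.8 and 85.2 TPM in pNE_T and 56.9 and 65.5 TPM in pNE_H. CYP26A1 was at 35.3 and 27.1 TPM, 29.8 and 28.7 TPM and 39.5 and 31.1 TPM in the same groups, and STRA6 was highest in pNE_M, at 635 and 738 TPM, 85.5 and 96.1 TPM and 408 and 372 TPM. The same measure was -3.62 ± 0.15 for RARB, -3.06 ± 0.14 for DHRS3 and -0.64 ± 0.21 for CYP26B1. It was -0.21 ± 0.16 for STRA6, 0.15 ± 0.16 for CYP26C1 and 0.67 ± 0.23 for CYP26A1. Only CYP26A1 was higher by more than 2 SE. The origin difference of the hindbrain list was larger in the midbrain medium, by 0.219 ± 0.064. Because the response genes were not all lower, this does not exclude that the retinoic acid response at day 4 alone sets the level. That explanation stays open beside a lasting effect of the day-2 medium, which was not tested.

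IGF2 rose after day 2 in the 6 pNE-derived libraries, to 900.0 and 972 TPM in pNE_T, 1064 and 1156 TPM in pNE_M and 1381 and 1175 TPM in pNE_H. It was at 2.18 and 3.21 TPM in pNE and on average at 2.67, 12.7 and 3.46 TPM in aNE_T, aNE_M and aNE_H. The mean log2 difference between the origins over the 3 media was 7.50. Reads shared with the overlapping INS-IGF2 gene stay open. That gene was given at most 0.923% of the summed TPM of both, but this share was set by the tool that made the table and does not show whose reads they were. A share of mesoderm cells stays open. At most 2 of the 7 paraxial mesoderm markers reached a mean of 10 TPM in pNE_T or pNE_H, but the mean log2 level of the 7 was 0.72 ± 0.045 (SE) higher in pNE-derived than in aNE-derived cells over the 3 media. MEOX1 rose from 0.530 and 0.614 TPM in pNE to 19.8 and 15.8 TPM in pNE_T and 23.9 and 28.1 TPM in pNE_M and also rose in pNE_H, and FOXC1 rose from 0.348 and 0.315 TPM in pNE to 19.6 and 16.7 TPM in pNE_H. MEOX1 was also at 13.7 and 16.4 TPM in aNE_M, where IGF2 stayed low, and TBX6, MSGN1, MEOX2 and FOXC2 were at most 1.08 TPM in the day-4 libraries. The share of such cells that IGF2 would need is not known from these data. Other cell types that express IGF2 were not tested. Plating density and origin cannot be told apart for IGF2, because each origin had its own density at day 4.

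In aNE_M, MIXL1 rose to 78.0 and 94.9 TPM and EOMES to 16.2 and 16.9 TPM, in libraries that also had EN1 at 141 and 128 TPM. An admixture of primitive streak cells stays open. Of its 8 markers, 1 (APLNR, at 67.3 and 77.0 TPM) reached a mean of 5 TPM, whereas 1 did in aNE and 2 in each of aNE_T, pNE_M and pNE_H. The mean log2 level of the 8 in aNE_M, minus the mean of aNE_T and aNE_H, was 0.50 ± 0.052 (SE), with 2 markers higher by at least 1 and 2 lower by at least 1. TBXT was at 2.72 and 4.01 TPM, MESP1 at 0 and 0.327 TPM and CER1 at 0.212 and 0.0583 TPM. The rise may be a response to the midbrain medium itself, as MIXL1 also rose to 12.2 and 10.9 TPM in pNE_M, while EOMES was at 0.317 and 0.274 TPM there. Apart from the marker test of primitive streak cells, no biological explanation was tested.

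WNT response genes parted in the hindbrain medium. SP5 was at 68.6 and 33.3 TPM in aNE_H and 0.171 and 0.0905 TPM in pNE_H, whereas AXIN2 was at 35.1 and 32.8 TPM in aNE_H and 73.3 and 66.2 TPM in pNE_H, and LEF1 at 45.2 and 44.9 TPM in aNE_H and 26.7 and 24.0 TPM in pNE_H. SP5 in the midbrain medium was at 706 and 473 TPM in aNE_M and 756 and 625 TPM in pNE_M. GBX2 also changed places, from 172 and 216 TPM in pNE and 1.04 and 1.05 TPM in aNE at day 2 to 33.1 and 24.8 TPM in pNE_H and 91.9 and 88.0 TPM in aNE_H, and in aNE_H all 10 HOX genes of the hindbrain list were listed at 0. The 14 genes with one call at day 2 and the opposite call in all 3 media at day 4 included KDR, chosen here after its values were seen. KDR was at 3.35 and 3.56 TPM in aNE and 20.9 and 17.6 TPM in pNE, and at 13.7 and 13.3 TPM in aNE_H and 2.85 and 3.81 TPM in pNE_H. No explanation was tested for these values.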
